# TET-dependent regulation of retrotransposable elements in mouse embryonic stem cells

**DOI:** 10.1186/s13059-016-1096-8

**Published:** 2016-11-18

**Authors:** Lorenzo de la Rica, Özgen Deniz, Kevin C. L. Cheng, Christopher D. Todd, Cristina Cruz, Jonathan Houseley, Miguel R. Branco

**Keywords:** Embryonic stem cells, Retrotransposons, LINE-1, DNA methylation, Hydroxymethylation, Ten-eleven translocation enzymes, Enhancers

## Abstract

**Background:**

Ten-eleven translocation (TET) enzymes oxidise DNA methylation as part of an active demethylation pathway. Despite extensive research into the role of TETs in genome regulation, little is known about their effect on transposable elements (TEs), which make up nearly half of the mouse and human genomes. Epigenetic mechanisms controlling TEs have the potential to affect their mobility and to drive the co-adoption of TEs for the benefit of the host.

**Results:**

We performed a detailed investigation of the role of TET enzymes in the regulation of TEs in mouse embryonic stem cells (ESCs). We find that TET1 and TET2 bind multiple TE classes that harbour a variety of epigenetic signatures indicative of different functional roles. TETs co-bind with pluripotency factors to enhancer-like TEs that interact with highly expressed genes in ESCs whose expression is partly maintained by TET2-mediated DNA demethylation. TETs and 5-hydroxymethylcytosine (5hmC) are also strongly enriched at the 5′ UTR of full-length, evolutionarily young LINE-1 elements, a pattern that is conserved in human ESCs. TETs drive LINE-1 demethylation, but surprisingly, LINE-1s are kept repressed through additional TET-dependent activities. We find that the SIN3A co-repressive complex binds to LINE-1s, ensuring their repression in a TET1-dependent manner.

**Conclusions:**

Our data implicate TET enzymes in the evolutionary dynamics of TEs, both in the context of exaptation processes and of retrotransposition control. The dual role of TET action on LINE-1s may reflect the evolutionary battle between TEs and the host.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-1096-8) contains supplementary material, which is available to authorized users.

## Background

Transposable elements (TEs) are mobile genetic elements that are present in organisms from all kingdoms of life and account for nearly half of the human and murine genomes. Retrotransposons, which act through an RNA intermediate, are recognised as major evolutionary contributors to genome structure and organisation. Namely, retrotransposons bear enormous potential for affecting gene expression at multiple levels, from creating novel transcription factor (TF) binding sites to regulating post-transcriptional processes [1, 2]. The co-adoption, or exaptation, of TEs by the host genome is often associated with the creation of species-specific cis-acting elements that help to shape gene regulatory networks [1, 3]. In embryonic stem cells (ESCs), long-terminal repeat (LTR) TEs (also termed endogenous retroviruses; ERVs) have made a substantial contribution to the distribution of binding sites for pluripotency factors across both human and mouse genomes [4, 5], and the expression of HERVH TEs is required to safeguard the identity of human ESCs [6, 7].

On the other hand, active TEs such as LINE-1 (or L1) elements carry substantial mutagenic potential, as evidenced by numerous examples of disease-causing retrotransposition events [8]. Somatic retrotransposition of L1s has also been linked to disease, especially in the context of cancer [9, 10]. Mobility restriction of these elements is therefore of paramount importance to maintain genome stability, especially during the crucial developmental windows of germline establishment and early embryogenesis. Notably, both human ESCs and induced pluripotent stem cells (iPSCs) support L1 mobility [11] and de novo retrotransposition events from endogenous TEs have been detected in clonally derived iPSCs [12], with important implications for regenerative medicine strategies.

During early embryogenesis, TEs are kept under control by multiple epigenetic mechanisms such as DNA methylation, histone modifications and small RNA-mediated mechanisms [13]. The large and rapidly evolving family of Krüppel-associated box domain-containing zinc finger proteins (KRAB-ZFPs) play a major role in ERV silencing by recruiting the cofactor KRAB-associated protein 1 (KAP1), which acts as a docking protein for heterochromatin-forming activities, including the H3K9 methyltransferase SETDB1 [14, 15]. Interestingly, KRAB-ZFPs have also been implicated in the silencing of old L1 elements, acting as major drivers of L1 evolutionary dynamics [16, 17]. In contrast, Piwi-interacting RNAs (piRNAs) are important for silencing of young, active L1s in humans iPSCs [18]. DNA methyltransferases, which can act downstream of piRNA action, also play a crucial role in the repression of young L1 families in both mouse and human ESCs [15, 16, 19]. However, DNA methylation (5-methylcytosine; 5mC) undergoes genome-wide erasure during preimplantation development [20], creating a potential window of opportunity for TE expression. While the primary mechanism underlying DNA demethylation in this period is replication-coupled dilution of 5mC [21, 22], an active mechanism dependent on ten-eleven translocation (TET) enzymes has also been demonstrated for specific loci [23–25]. TETs catalyse the iterative oxidation of 5mC to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC), with the latter two bases being substrates for TDG-dependent repair mechanisms that reintroduce unmodified cytosines into the genome [26]. TET enzymes can also modulate transcription in a non-catalytic way by recruiting other chromatin regulators, such as OGT (O-linked β-d-N-acetylglucosamine (O-GlcNAc) transferase) [27], the SIN3 co-repressor complex [28] and the Polycomb repressive complex 2 (PRC2) [29]. Unlike TET-mediated DNA demethylation, the interaction with these proteins can have repressive outcomes, underlying a dual nature of TET action in ESCs [28, 30].

We have previously shown that L1 elements are enriched in 5hmC in mouse ESCs [31, 32], raising the possibility that TET enzymes regulate their transcription. However, a wider and functional investigation of the role of TET enzymes at TEs is missing. Here we asked whether TET enzymes regulate the action of TEs, both as exapted regulatory elements and as mutagenic mobile elements. We found that TETs bind to multiple TE families, including TE-derived ESC-specific enhancers, which are kept hypomethylated in part by the action of TET2, thus helping to maintain the expression of associated genes. We also show that TETs demethylate young L1 elements but that their expression levels are stably maintained upon TET depletion due to the loss of TET-dependent repressive activities, such as SIN3A. Our findings implicate TET enzymes in the evolution of the TE-host relationship, contributing to exaptation processes and forming a hub for the so-called evolutionary arms race.

## Results

### TET1 binds to repetitive elements with diverse chromatin signatures

Previous studies have established that TET1 primarily binds at CpG-rich gene promoters in mouse ESCs [28, 30]. However, a thorough investigation of TET1 binding to repetitive elements was not conducted. To test whether TET1 binds to particular repeat classes, we uniquely mapped chromatin immunoprecipitation (ChIP) sequencing data [28] and calculated the proportion of TET1 peaks that overlapped each repeat class within the RepeatMasker annotation. When compared to a random control, several repeat classes were found to be significantly enriched for TET1 peaks, which included L1 elements, IAPEYs and a number of other LTR elements (Fig. 1a; Additional file 1). Similar results were obtained when we also included non-uniquely mapped reads, which can nonetheless be assigned a particular repeat class (Additional file 1). This ‘inclusive mapping’ strategy assigns reads with multiple hits of equal mapping quality to one of those locations at random and is useful to assess overall patterns of repeat classes with low mappability. We therefore used inclusive mapping on publicly available epigenomic data to characterise the identified TET1 targets. Interestingly, we found that TE-associated TET1 binding sites display markedly different chromatin compositions depending on TE class (Fig. 1b; Additional file 2: Figure S1A). TET1 peaks at L1 elements (L1Md_T, L1Md_A, L1Md_Gf) showed a pronounced enrichment for H3K4me3, a mark associated with active gene promoters, which is reminiscent of that seen in TET1-bound CpG-rich promoters. At IAPEY elements TET1 binding occurs in a region that is not enriched for H3K9me3 (Fig. 1b) and it is possible that more overt TET1 binding is impaired by the strong H3K9me3 enrichment seen elsewhere throughout these elements [33]. RLTR46 elements were enriched for CTCF, as previously reported [5], raising the possibility that TET1 activity at these TEs may help to maintain a hypomethylated state that is permissive for CTCF binding [34, 35]. Finally, we found that TET1 peaks overlapping a number of LTR elements (e.g. RLTR13D6, RLTR9D) were associated with marks of active enhancers (H3K27ac, p300), consistent with an enrichment of 5hmC at enhancer elements [34]. Moreover, these TE classes are bound by the pluripotency factors NANOG, OCT4 and SOX2 (collectively referred to as NOS from here onwards), as previously reported [5], suggesting that maintenance of an ESC-specific gene expression programme may be aided by TET1 binding to TE-derived enhancers. Analysis of ChIP-sequencing data for TET2 [36], which is also expressed in ESCs, showed that a subset of the TEs targeted by TET1 are seemingly also bound by TET2 (Additional file 2: Figure S1B). Altogether these data show that TET enzymes binds to multiple TEs in ESCs, with potentially different functional outcomes depending on the underlying epigenetics of each TE class.

**Fig. 1:**
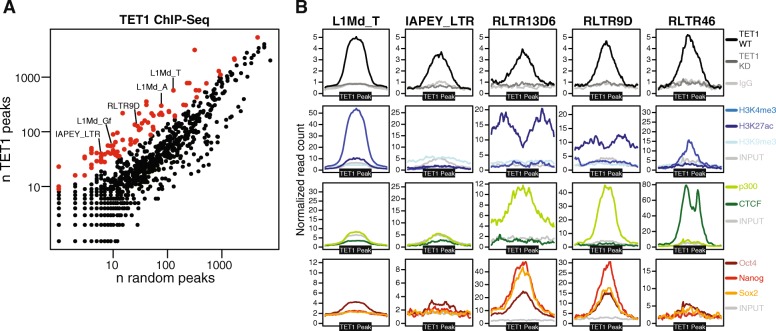
TET1 binds multiple TE classes. **a** Peaks from TET1 ChIP-seq data were overlayed with the RepeatMasker annotation to determine TE classes that are enriched in TET1 over a random control (highlighted in *red*). **b** Trend plots displaying the epigenomic profiles of TET1 peaks overlapping different TE classes

### TET2 helps to maintain gene expression driven by TE-derived enhancers

To investigate the putative role of TETs at TE-derived ESC enhancers, we first analysed uniquely mapped ChIP-seq data at individual copies of TE classes associated with TET1 and NOS. TET1 binding was strongly correlated with the levels of both enhancer-associated histone marks (H3K4me1, H3K27ac) and NOS (Fig. 2a). As enhancers regulate gene expression through direct contact with promoters, we also analysed three-dimensional chromatin conformation data from promoter capture Hi-C experiments [37]. We found that NOS-bound TE-derived enhancers were more likely to make contacts with gene promoters than their NOS-unbound counterparts (Fig. 2a). Importantly, genes interacting with NOS-bound TEs were expressed at higher levels than those interacting with NOS-unbound TEs of the same classes (Fig. 2b). RNA sequencing (RNA-seq) analysis on rRNA-depleted samples revealed short bidirectional enhancer RNAs (eRNAs) generated at NOS-bound TEs (Fig. 2c), adding further support to their role as active enhancers [38]. To test whether TET enzymes helped to maintain the activity of TE-derived enhancers, we depleted TET1 or TET2 in ESCs via lentiviral delivery of shRNAs. We first confirmed by ChIP that both TET1 and TET2 are enriched at TE classes associated with enhancer marks, with binding being lost upon depletion of TET1 or TET2 (Fig. 2d). We then performed RNA-seq to ask whether the expression of genes interacting with TE-derived enhancers was affected by TET depletion. Upon TET2 depletion there was a mild but significant downregulation of genes interacting with NOS-positive TEs (Fig. 2e). To test whether the effects of TET2 on enhancer activity were associated with changes in 5mC and/or 5hmC, we analysed BS-seq (which measures 5mC + 5hmC) and TAB-seq (which measures 5hmC) data from TET KO ESCs [39]. We found that NOS-positive TE copies had strikingly lower levels of 5mC than their NOS-negative counterparts, as expected from their enhancer activity (Fig. 2f). TET2 KO led to a more dramatic decrease of 5hmC at both groups of TEs than TET1 KO (Fig. 2g) and this was coupled with a specific increase in 5mC levels at NOS-positive TEs (Fig. 2f), which is in agreement with the gene expression data. These data show that TET enzymes help to maintain the expression of NOS-regulated genes by targeting specific retroelement classes and suggest that this occurs in a DNA methylation-dependent manner.

**Fig. 2:**
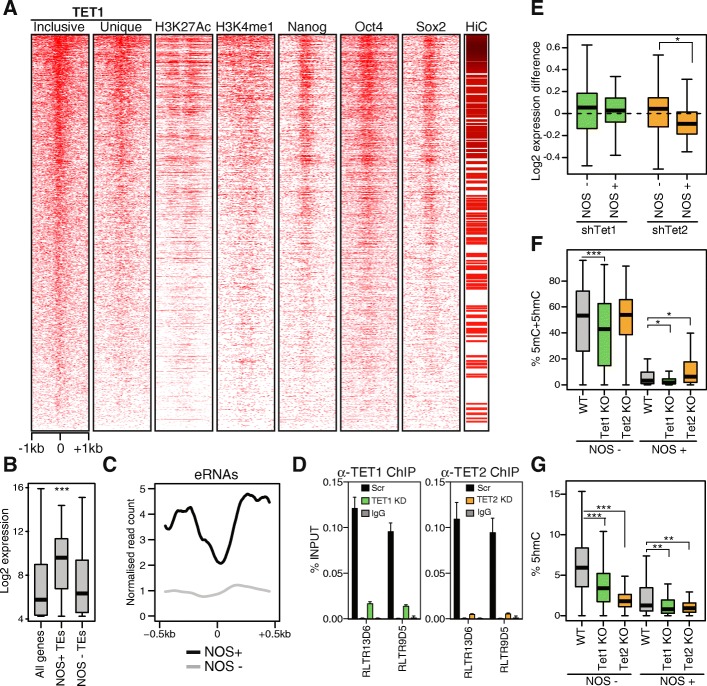
TETs target and control the activity of TE-derived ESC enhancers. **a** *Heatmap* of ChIP-seq and HiC data on individual copies of TE classes enriched for TET1 and NOS; data are uniquely mapped, except for TET1, where data from both inclusive and unique mapping are shown; each *line* in the HiC data depicts an interaction with a gene promoter. **b** RNA-seq data (average values from n = 5) shows that genes interacting with NOS+ TEs are expressed at a higher level than NOS- TEs of the same classes. **c** RNA profiles at enhancer-associated TE classes reveal bidirectional eRNAs emanating from TEs bound by NOS. **d** TET1 and TET2 ChIP-qPCR (representative replicate from n = 3), confirming their enrichment at TE classes associated with enhancer activity. **e** Changes in the RNA levels of genes interacting with TE-derived enhancers in TET1- or TET2-depleted ESCs; TET2 helps to maintain the expression of genes interacting with NOS+ TEs. **f** BS-seq data on WT, *Tet1* KO and *Tet2* KO cells shows that TET2 helps to maintain the hypomethylated state of NOS+ enhancer TEs. **g** TAB-seq data show that both TET1 and TET2 contribute to the 5hmC levels at enhancer-derived TEs. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, t-test (**b**, **e**) or Wilcoxon tests with Benjamini–Hochberg correction (**f**, **g**)

### TETs and 5hmC are enriched at the 5′ UTR of young L1 elements

To analyse in more detail the binding of TET1 to L1 elements, we mapped the TET1 ChIP-seq data to a highly active L1Tf element (L1_Orl_ [40]), which revealed a striking enrichment of TET1 at the 5′ UTR of the element that was lost upon TET1 depletion (Fig. 3a). To validate and extend these findings, we first performed ChIP-qPCR on WT and TET-depleted ESCs, showing that both TET1 and TET2 bind to the 5′ UTR of L1A, L1Tf and L1Gf elements (Fig. 3b). We then investigated TET1 binding across different L1 subfamilies, ordering them by evolutionary age [16, 41]. Only full-length (>5 kb), evolutionarily young L1 elements had a substantial fraction of copies (5–10%) overlapping unique TET1 peaks (Fig. 3c). While many short L1Gf elements also appear to be bound by TET1, these are poorly annotated fragments that are often part of longer L1 copies. Given the difficulty in uniquely mapping ChIP-seq data to young L1s, we also calculated the overlap with TET1 peaks generated by inclusive mapping. We have termed these peaks ‘ambiguous’, as they cannot be confidently assigned to a specific copy when dealing with young L1s, but nonetheless reveal the maximum number of copies that may be TET1 bound. This strategy showed that nearly 80% of L1Gf, L1A and L1Tf elements have the potential to bind TET1 (Fig. 3c). Interestingly, the emergence and expansion of these young L1 families coincides with a loss of the repressive action of KAP1, which targets older L1s [16]. TET binding could constitute an additional mechanism by which young L1 elements have overcome the repressive mechanisms of the host. To test the involvement of TET binding in DNA methylation turnover at L1s, we analysed the levels of 5hmC throughout L1_Orl_, which revealed an enrichment at the 5′ UTR, matching the pattern of TET1 binding (Fig. 3d). Moreover, TET1-bound L1Tf copies display lower 5mC levels (and concomitantly higher 5hmC levels) than TET1-unbound copies (Fig. 3e), a pattern that is also found in other TET1-bound TE classes (Additional file 2: Figure S2). Analysis of 5fC and 5caC enrichment data [42] further revealed that, upon TDG depletion, these two marks substantially accumulate at the 5′ UTR of L1_Orl_ (Fig. 3f), showing that L1 elements undergo replication-independent DNA demethylation via 5mC oxidation.

**Fig. 3:**
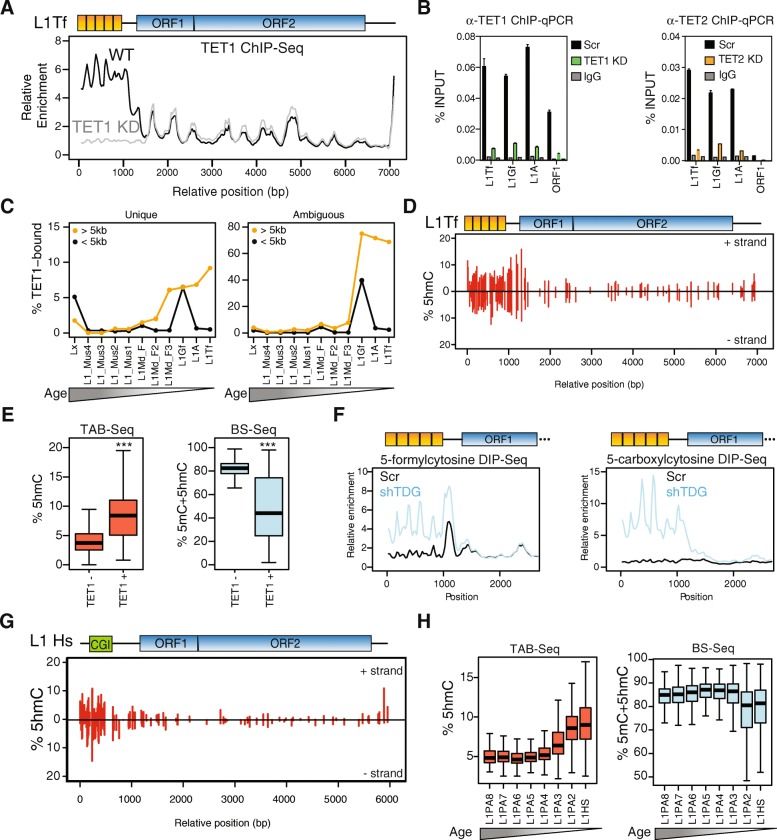
TETs bind to full-length, young L1s. **a** TET1 ChIP-seq data aligned to a full-length L1Tf element, revealing a specific enrichment at the 5′ UTR. **b** ChIP-qPCR confirms that TET1 and TET2 bind the 5′ UTR of the three active mouse L1 families, with reduced enrichment at the coding region (representative replicate from n = 3). **c** L1 clades were ordered according to evolutionary age and the proportion of overlapping TET1 peaks from either unique or inclusive mapping (the latter termed ‘ambiguous’ peaks) calculated; TET1 binding is restricted to full-length (>5 kb) young L1s. **d** TAB-seq data aligned to a L1Tf element reveal 5hmC enrichment at the 5’ UTR. **e** TAB-seq and BS-seq data analysis at L1Tf copies shows that TET1 binding is associated with higher 5hmC levels and concomitant lower 5mC (***p < 0.001, Wilcoxon test). **f** Profile of 5fC and 5caC enrichment along a full-length L1Tf; depletion of TDG leads to an accumulation of these modifications at the 5’ UTR. **g** Alignment of TAB-seq data from human ESCs to an active L1Hs element also shows an enrichment at the 5’ UTR. **h** Human L1 families were ordered according to evolutionary age and the levels of 5hmC/5mC extracted from TAB-seq and BS-seq data; young elements have higher 5hmC and lower 5mC levels

We then asked whether a similar mechanism could be implicated in the regulation of human L1 elements. Using TAB-seq data from human ESCs [34], we uncovered a remarkably similar pattern of 5hmC at a highly active human L1 (L1.4 [43]), whereby the 5′ UTR displayed relatively high levels of this mark (Fig. 3g). Moreover, 5hmC enrichment across human L1 families mirrored our observations in the mouse, showing that only young, KAP1-unbound elements were enriched for 5hmC and this was accompanied by a decrease in 5mC levels (Fig. 3h). These observations show that, along independent evolutionary paths, L1 elements recruited TET enzymes and accumulated 5hmC at their 5′ UTR in a manner that correlates with their activity.

### TET-mediated L1 demethylation has no overall effect on expression

The above data suggest that TET enzymes help to maintain L1 elements relatively hypomethylated in ESCs. We therefore measured 5mC and 5hmC levels at the 5′ UTR of L1s in TET-depleted ESCs using deep sequencing of amplicons from oxidative bisulfite (oxBS)-treated DNA [32, 44]. TET1 depletion led to a decrease of 5hmC at young L1 elements (L1Tf, L1A, L1Gf), which was accompanied by a significant increase in 5mC levels at L1A and L1Gf elements (Fig. 4a). TET2 depletion had a more dramatic effect for all three L1 classes, leading to a complete loss of 5hmC and an increase of 5mC levels of around 10% (Fig. 4a). To test for redundancy between the two TET enzymes, we performed double knockdown (DKD) of TET1 and TET2 and measured 5mC/5hmC levels. Compared to TET2 depletion alone, DKD did not lead to an additional increase in 5mC levels (Fig. 4b). We also analysed TAB-seq data from WT, *Tet1* KO and *Tet2* KO ESCs [39], which showed that the changes in 5mC/5hmC levels are largely restricted to the 5′ UTR region of L1Tf elements, and corroborated the increase in 5mC levels in both TET1- and TET2-depleted cells (Additional file 2: Figure S3A and B). Finally, we re-analysed BS-seq data from WT and *Tet1*/*Tet3* double knockout blastocysts, confirming that TETs maintain L1 hypomethylation in vivo (Additional file 2: Figure S3C) [45]. These data show that TET1 and TET2 are major regulators of DNA modifications at young L1s, helping to maintain low 5mC.

**Fig. 4:**
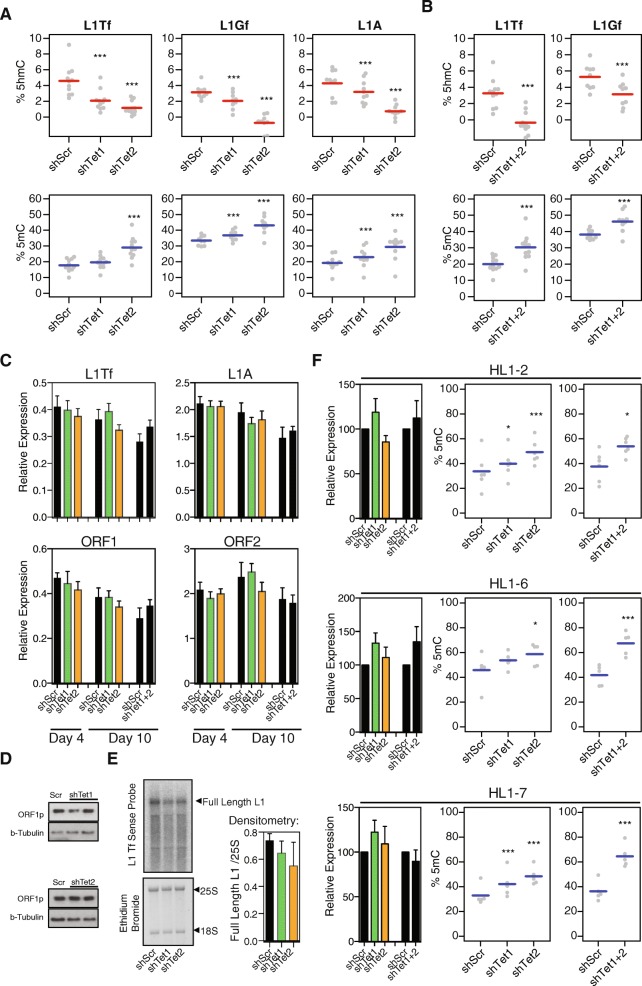
L1 expression is maintained upon TET-mediated demethylation. **a** Deep amplicon sequencing from oxBS-treated DNA was used to measure 5mC and 5hmC levels at young L1s in WT and TET-depleted ESCs; each data point represents the average value from three biological replicates at a given CpG within the amplicon. **b** Double TET1/TET2 knockdown does not lead to more pronounced effects on 5mC/5hmC than TET2 knockdown alone. **c** Quantitative reverse transcription polymerase chain reaction (RT-qPCR) data of TET1- and/or TET2-depleted ESCs, at four or ten days following lentiviral shRNA delivery (n = 6); no statistically significant differences are detected (t-test). **d** Western blot for ORF1p also shows no difference in expression at the protein level. **e** Representative northern blot for L1Tf, with averaged data from n = 4 quantified on the right; no statistically significant differences in the levels of full-length L1Tf are detected (t-test). **f** RT-qPCR (n = 6) and oxBS (n = 3) analysis of individual L1 copies reveals a similar pattern to that seen in the pool of all L1s, with no expression differences despite increased 5mC levels. * *p* < 0.05, *** *p* < 0.001, ANOVA with post-hoc Tukey test

Given that loss of DNA methylation in DNMT KO ESCs leads to L1 derepression [15, 19], we predicted that TET depletion would cause a downregulation of L1s. Surprisingly, however, quantitative reverse transcription polymerase chain reaction (RT-qPCR) analyses showed that the expression levels of L1 elements were unaffected in TET1-depleted or TET2-depleted ESCs, both at four and ten days after lentiviral infection (Fig. 4c). L1 expression was also stable upon DKD of both TETs (Fig. 4c). Analysis of our RNA-seq data supported these observations and further revealed that no TET1-bound TE classes were deregulated in TET-depleted ESCs (Additional file 2: Figure S4A and B); in contrast, substantial changes in the expression of single-copy genes were readily detectable (Additional file 2: Figure S4C). RNA-seq data from WT and *Tet1*/*Tet3* double knockout blastocysts further supported these findings (Additional file 2: Figure S4D) [45]. In line with the RNA data, we detected no alterations in the levels of ORF1p protein (Fig. 4d). Additionally, using northern blot we found no significant differences in the levels of full-length L1Tf elements (Fig. 4e). We considered the possibility that changes in the expression of individual L1 copies that gained 5mC may be undetectable when analysing the whole L1 RNA pool. To test this hypothesis, we designed specific primers for RT-qPCR and oxBS that target three individual full-length L1 loci in the mouse reference genome (referred to here as HL1-2, HL1-6 and HL1-7; see ‘Methods’ for details). All tested L1 copies showed a significant increase in 5mC levels upon DKD of both TETs or single knockdown of TET2, with two of them also displaying changes upon TET1 depletion (Fig. 4f). Despite these differences, none of these L1 copies had significantly altered expression levels upon depletion of TET1, TET2 or both enzymes (Fig. 4f).

Overall, these results demonstrate that TET-mediated changes in DNA methylation at L1s do not translate into expression differences, indicating that although DNA methylation is an important regulator of L1 repression in ESCs, other layers of regulation can play equally prominent roles.

### TET-dependent epigenetic activities keep L1s repressed

The above data raised the possibility that additional mechanisms compensate for changes in DNA methylation in TET-depleted cells to ensure L1 repression. Given the known involvement of small RNAs in human L1 regulation [18, 46], we first asked whether small RNA pathways could underlie the stability of L1 expression levels in TET-depleted cells. 

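Small RNAs were sequenced from E14 cells, a feeder-free mouse ESC line, carrying a non-targeting shRNA (shScr) or an shRNA against Tet1 (shTet1) or Tet2 (shTet2), with 2 libraries per condition and 6 in all. The methods give selection with 10 μg/mL puromycin from 24 h after infection for 3 to 9 days, whereas the sample labels give 1 μg/mL and collection after 3 days. Libraries were made from 400 to 600 ng of RNA by ligating adaptors to small RNAs, cut from a gel at about 120 to 150 bp with adaptors, and sequenced from one end for 75 bp. The authors trimmed the reads, kept those of at least 15 nt, aligned them to the mouse genome (mm9) with Bowtie2 and placed reads that fit several positions equally well at one of them at random. The deposited files list 1 read per line with its sequence, its position and the L1 copy that holds it, and give no count per copy and no total of the whole library. They list 125478 and 128715 reads for the shScr replicates, 11566 and 23484 for shTet1, and 69360 and 34908 for shTet2. These numbers therefore depend on how deeply each library was sequenced as well as on the amount of L1-derived small RNA. Together the 393511 reads lie in 13686 L1 copies of 36 classes, the shortest copy spanning 4999 bp. Reads of the Tet1 and Tet2 transcripts are not part of the files, so the knockdowns were not checked here.

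Reads whose sequence many L1 copies carry were separated from the others. For each read, the median number of other L1 copies in the files that carry its 15-nt words was taken from the mm9 sequence. Reads carried by at least 5 other copies, and neither at least 80% A nor at least 80% T, are called shared L1 reads. They were 20544 and 18701 in the shScr replicates, 2456 and 3397 in shTet1, and 14020 and 4564 in shTet2, between 13.1% and 21.2% of each library. Most other reads came from 3 stretches. A window of 179 bp on chromosome 13 (9833551 to 9833729), inside an L1Md_T copy on the minus strand (from 9831266 to 9837911), held 66.6% (95% Wilson confidence interval 66.3 to 66.8) and 69.9% (69.7 to 70.2) of the reads of the shScr replicates. It held 60.9% (60.0 to 61.8) and 71.9% (71.4 to 72.5) in shTet1, and 55.7% (55.4 to 56.1) and 73.0% (72.6 to 73.5) in shTet2. The intervals cover counting error only, since PCR copies of one molecule are not told apart. No 15-nt word of this window is carried by 5 or more other L1 copies, against 97.7% of the words in the rest of that copy. The annotated miRNA gene mmu-mir-2134-4 (9833715 to 9833771) overlaps the end of the window. The most frequent read there, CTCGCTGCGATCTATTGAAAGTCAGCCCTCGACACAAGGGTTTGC, occurred 23417 times. The next window, on chromosome 1 (46132787 to 46133027, in an L1Md_F2 copy within an intron of Dnahc7b), held from 7.85% to 13.6% of the reads per library. The third (chromosome 1, 102076673 to 102076933, in an L1Md_F2 copy within an intron of Cntnap5b) held from 2.16% to 3.15%.

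**Figure D1:**
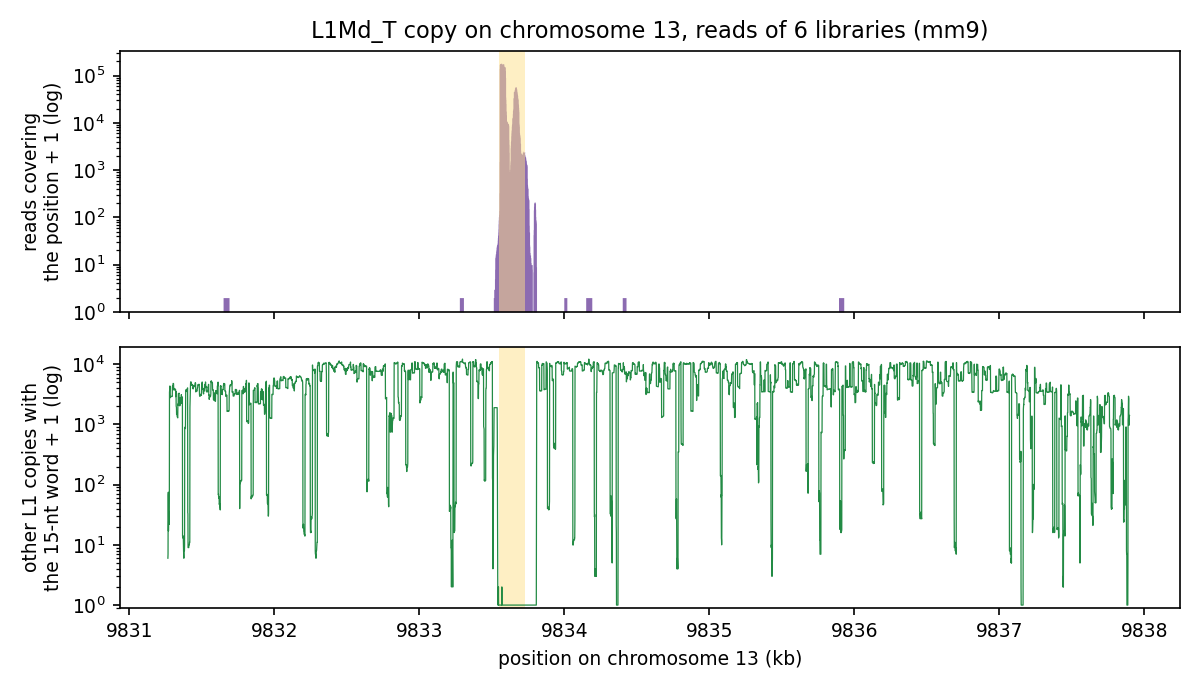
Reads along the chromosome 13 L1Md_T copy (top, reads of the 6 libraries covering each position plus 1, log scale) and the number of other L1 copies that carry the 15-nt word starting at each position (bottom, plus 1, log scale), against mm9 position in kb. The shaded window from 9833551 to 9833729 holds 261583 of the 265592 reads of the copy, and its words are carried by at most 1 other copy.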

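The deposited files held 127096.5 ± 2289 L1 reads per library (SD, n = 2) in shScr cells, 17525 ± 8427 (SD, n = 2) in shTet1 cells and 52134 ± 24361 (SD, n = 2) in shTet2 cells. The log2 ratio of the means was -2.86 for shTet1 and -1.29 for shTet2. In both comparisons every TET-depleted library had fewer reads than either shScr library (exact two-sided permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). Paired by the replicate numbers of the labels as a block, the mean log2 ratio was -2.95 for shTet1 and -1.37 for shTet2. The replicate numbers gave correlations of deviations across L1 classes of 0.0590 between shScr and shTet1, 0.586 between shScr and shTet2, and 0.435 between shTet1 and shTet2. Among the settings chosen before the data were examined, leaving out replicate 2 of shTet1 moved the log2 ratio of shTet1 most, to -3.46, and counting reads with the same position, strand and length once gave -2.31. These totals are not scaled to library size. Reads in the chromosome 13 window fell by 2.86 in shTet1 and by 1.44 in shTet2 on the log2 scale, and shared L1 reads by 2.75 and by 1.08. Per 1000 reads of that window, a scaling chosen after seeing the data, there were 226.9 ± 27.0 shared L1 reads (SD, n = 2) in shScr cells, 275 ± 105 (SD, n = 2) in shTet1 cells and 271 ± 130 (SD, n = 2) in shTet2 cells. The log2 ratios of these means, 0.28 and 0.26, were smaller than the spread between replicates (exact two-sided permutation test, p = 1 for both). Paired by replicate number as a block, this scaled log2 ratio was 0.50 in replicate 1 and -0.05 in replicate 2 of shTet1, and 0.56 and -0.22 in shTet2.

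**Figure D2:**
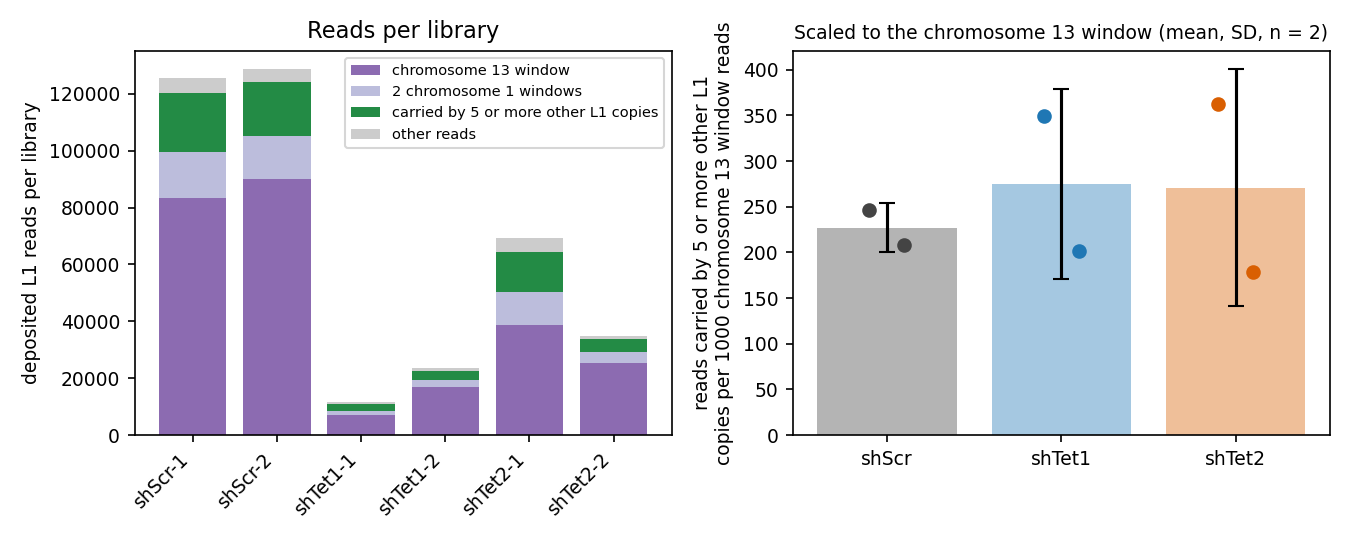
Left, deposited L1 reads of each library, stacked as chromosome 13 window, the 2 chromosome 1 windows, shared L1 reads and other reads. Right, shared L1 reads per 1000 reads of the chromosome 13 window (bars are means, error bars SD, points the 2 libraries of each condition). The totals run from 11566 to 128715 reads, while the scaled values of the TET-depleted libraries, from 179 to 363, lie on both sides of the shScr values of 246 and 208.

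Reads of 21 to 23 nt, the length of Dicer products, made up 5.45% ± 0.150 (SD, n = 2) of the L1 reads in shScr cells, 5.97% ± 1.59 (SD, n = 2) in shTet1 cells and 6.07% ± 2.62 (SD, n = 2) in shTet2 cells. Reads of 24 to 32 nt, the length of Piwi-interacting RNAs, made up 16.2% ± 0.337, 18.0% ± 4.19 and 18.9% ± 6.46 (SD, n = 2 each). Antisense reads made up 7.38% ± 0.184, 9.06% ± 2.93 and 9.51% ± 3.54 (SD, n = 2 each). Over reads of all lengths, none of these differences exceeded the larger SD of the groups compared (exact two-sided permutation tests, p = 1 for each). These shares include the 3 windows that hold most reads. In the chromosome 13 window, with 55.7% to 73.0% of each library, 100% of the reads were sense. The antisense share of all reads therefore also depends on the share of that window. Over all lengths and within replicate numbers, the share of 21 to 23 nt rose by 1.55 percentage points in replicate 1 of shTet1 and fell by 0.494 in replicate 2, and the corresponding values for shTet2 were 2.37 and -1.12. Among reads of 18 to 32 nt only, the share of 21 to 23 nt was 19.0% ± 0.664 in shScr cells, 17.8% ± 0.326 in shTet1 cells and 17.1% ± 0.759 in shTet2 cells (SD, n = 2 each), and every TET-depleted library was below both shScr libraries (exact two-sided permutation test, p = 0.333 for both, the smallest possible); within replicate numbers the differences were -1.90 and -0.501 percentage points for shTet1 and -1.82 and -1.96 for shTet2. Among shared L1 reads, 10.8% ± 0.838, 12.2% ± 1.04 and 10.8% ± 0.130 (SD, n = 2 each) were of 21 to 23 nt in shScr, shTet1 and shTet2 cells; the difference for shTet1, 1.44 percentage points, exceeded the larger SD (exact two-sided permutation test, p = 0.333). Without a family of 18-nt antisense reads this difference was 1.59 (larger SD 1.40). With each position, strand and length of the shared reads counted once it was 1.46 (larger SD 1.36). The groups overlapped in both settings (exact two-sided permutation test, p = 0.667 for both). Within replicate numbers the difference was 3.19 and -0.010 without the family, and 3.07 and -0.144 counted once. Shared reads of 24 to 32 nt made up 23.2% ± 0.209, 24.0% ± 0.628 and 22.0% ± 0.281 (SD, n = 2 each), higher in both shTet1 libraries and lower in both shTet2 libraries than in shScr (exact two-sided permutation test, p = 0.333 for both); the difference for shTet2 was -1.22 percentage points, and -0.210 without that family. Antisense reads made up 26.6% ± 0.998, 28.5% ± 2.40 and 31.2% ± 3.03 of the shared reads (SD, n = 2 each). The difference of 4.66 percentage points for shTet2 exceeded the larger SD (exact two-sided permutation test, p = 0.333), with 7.50 and 1.81 within replicate numbers. Without the same family it was 1.68, within the larger SD (p = 0.667, exact permutation test). With each position, strand and length of the shared reads counted once it was 0.641, within the larger SD of 4.79. Its values within replicate numbers then had opposite signs, -1.86 and 3.14. In the 5′-most 1 kb of the copies lay 6.10% ± 0.270, 8.57% ± 3.16 and 7.15% ± 2.56 of all L1 reads (SD, n = 2 each). Both shTet1 libraries were above both shScr libraries (exact two-sided permutation test, p = 0.333), by a difference of 2.47 percentage points that was smaller than the larger SD; for shTet2 the difference was 1.05 (exact two-sided permutation test, p = 1). Of the shared reads, that part of the copies held 31.9% ± 3.23 in shScr cells, 39.0% ± 1.70 in shTet1 cells and 33.8% ± 1.42 in shTet2 cells (SD, n = 2 each). The difference of 7.11 percentage points for shTet1 was larger than the spread between replicates, at the smallest p the design allows (exact two-sided permutation test, p = 0.333). Within replicate numbers it was 10.6 and 3.63. For shTet2 the difference was 1.92, within the larger SD of 3.23, with 3.20 and 0.642 within replicate numbers. Without the 18-nt family it was 3.49 (larger SD 3.32), with 6.63 and 0.357 within replicate numbers. With each position, strand and length of the shared reads counted once it was 4.46 (larger SD 3.49). The groups were then separated in both settings (exact two-sided permutation test, p = 0.333 for both), so the rise was not limited to shTet1.

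**Figure D3:**
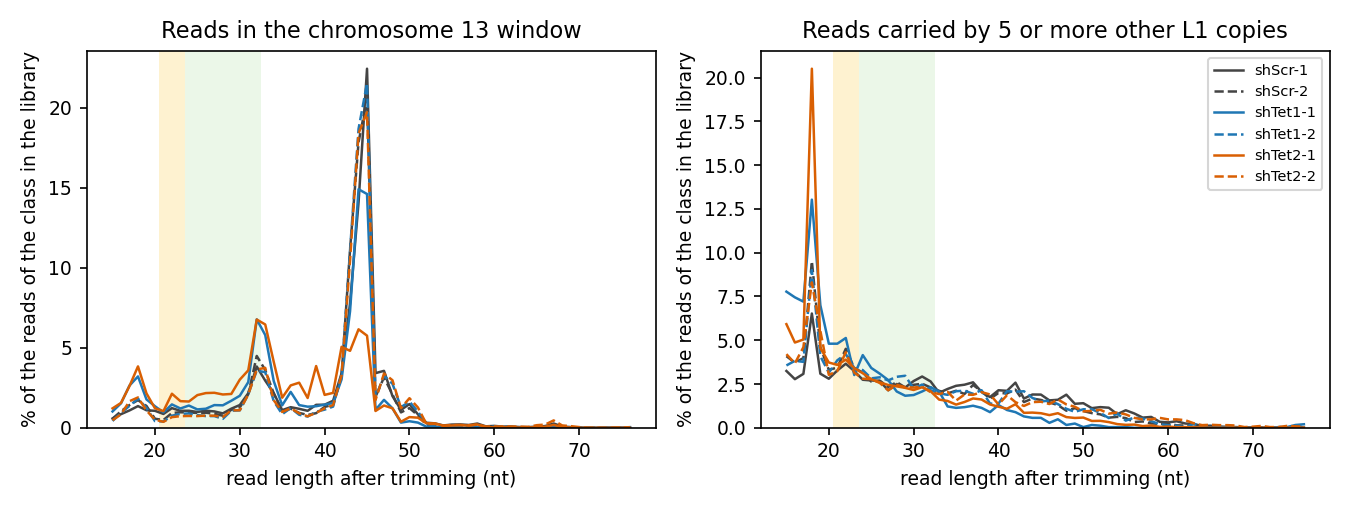
Length distributions in nt of reads in the chromosome 13 window (left) and of shared L1 reads (right), as % of the reads of that class in each library; solid lines are replicate 1, dashed lines replicate 2, and the shaded bands mark 21 to 23 nt and 24 to 32 nt. Mean lengths in the window are 36.0 nt in replicate 1 of shTet1 and 34.0 nt in replicate 1 of shTet2, and between 39.3 and 40.3 nt in the other 4 libraries.

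The distribution of reads among L1 classes was compared with limma after scaling to the deposited reads by TMM, so this comparison covers the composition and not the total. Of 21 classes with at least 10 reads in at least 2 libraries, 0 had an adjusted p under 0.05 in either comparison. At an unadjusted p under 0.05 there were 3 classes for shTet1 and 4 for shTet2. With the replicate number as a block, 0 classes had an adjusted p under 0.05 in either comparison. The smallest limma adjusted p then fell from 0.209 to 0.0854 for shTet1 (Lx2B, log2 fold change 0.92). For shTet2 it fell from 0.236 to 0.0550 (L1Md_F3, 0.38, and Lx2B, 0.95). Lx2B had from 4 to 30 reads per library. For L1Md_F3 in shTet2 the limma adjusted p was 0.0684 among shared reads. Its log2 fold change was -0.06 with each position, strand and length counted once. L1Md_T, which includes the chromosome 13 copy, took 76.4% ± 1.58 of the reads in shScr cells, 75.8% ± 4.77 in shTet1 cells and 73.3% ± 9.37 in shTet2 cells (SD, n = 2 each). Its log2 fold change was -0.32 for shTet1 (standard error 0.39, limma adjusted p = 0.844) and -0.08 for shTet2 (standard error 0.43, limma adjusted p = 0.989). The value for shTet1 depended on the TMM scaling. It was -0.0035 without TMM and -0.04 among shared reads. L1Md_F2, the class with the next highest number of reads, changed by -0.38 for shTet1 (standard error 0.11, limma adjusted p = 0.209) and by 0.01 for shTet2 (standard error 0.12, limma adjusted p = 0.989). Both chromosome 1 windows lie in L1Md_F2 copies. The larger window held 13420 of the 19610 reads of this class in replicate 1 of shScr, and 1843 of 2855 in replicate 2 of shTet1. Among shared reads L1Md_F2 changed by -0.11 for shTet1 and 0.13 for shTet2 (limma adjusted p = 0.779 and 0.242). For L1Md_A the log2 fold changes were -0.0010 and -0.08 (standard errors 0.08 and 0.08, limma adjusted p = 0.991 and 0.756), and for L1Md_Gf 0.05 and 0.08 (standard errors 0.27 and 0.16, limma adjusted p = 0.940 and 0.958). Among shared L1 reads alone, L1Md_T took 41.8% ± 0.699, 40.8% ± 1.14 and 39.5% ± 2.94, and L1Md_A 35.3% ± 0.824, 37.0% ± 2.42 and 33.6% ± 0.0733, in shScr, shTet1 and shTet2 cells (SD, n = 2 each). From its small RNA-seq the paper states that the amount of L1-derived small RNAs did not differ (Additional file 2: Figure S5), and from this it proposes that small RNA pathways are not directly involved in keeping L1 RNA levels stable when TETs are depleted.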

Small RNA-seq of WT and TET-depleted cells revealed no differences in the amount of L1-derived small RNAs (Additional file 2: Figure S5), suggesting that these pathways are not directly involved in the maintenance of L1 RNA levels upon TET depletion. We next asked whether TET enzymes regulate other aspects of L1 chromatin. We used ChIP-seq data from *Tet1* and *Tet2* KO ESCs and assessed the levels of several histone modifications at L1-associated TET1 binding sites (Additional file 2: Figure S6A). The most notable change was a loss of H3K9me3 in *Tet2* KO ESCs, which we validated by ChIP-qPCR in our knockdown cells (Fig. 5a; Additional file 2: Figure S6B). Loss of H3K9me3 at L1s, which is deposited by SUV39H, leads to transcriptional derepression [47], potentially counteracting the increase in 5mC in TET2-depleted cells. In *Tet1* KO cells, however, no pronounced alterations in the levels of the tested histone modifications were seen in ChIP-seq data (Additional file 2: Figure S6A). Indeed, by ChIP-qPCR we could only detect a relatively minor loss of H3K4me3 at L1 elements upon TET1 depletion (Fig. 5a; Additional file 2: Figure S6B), as well as impaired OCT4 binding (Additional file 2: Figure S6C). Both of these changes would be expected to further contribute to L1 downregulation upon TET1 depletion, together with increased 5mC.

**Fig. 5:**
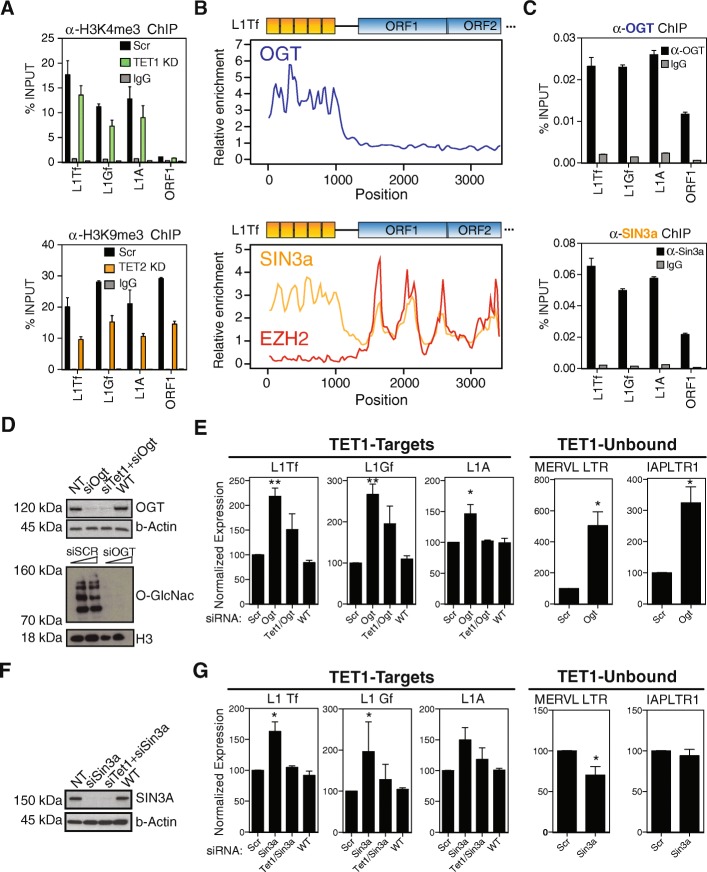
TET-dependent epigenetic activities repress L1 expression. **a** TET1 depletion leads to a relatively small loss of H3K4me3, whereas TET2-depleted cells have a pronounced loss of H3K9me3 (representative replicate from n = 3–7; see Figure S6B). **b** ChIP-seq data reveal that OGT and SIN3A, but not EZH2, are enriched at the 5′ UTR of L1Tf elements. **c** ChIP-qPCR analysis for OGT and SIN3A confirms the binding of both proteins at the 5′ UTR of young L1s (representative replicate from n = 4). **d** OGT was knocked down in ESCs by siRNA, leading to efficient depletion of the protein, as well as complete loss of cellular O-GlcNAc. **e** OGT depletion leads to L1 derepression at the RNA level, with partial effects also visible in TET1/OGT double knockdown cells; TE classes that are not TET1 targets are also upregulated (n = 8 for Ogt KD and n = 3 for Tet1/Ogt KD). **f** SIN3A was knocked down in ESCs by siRNA, with efficient loss of protein expression. **g** SIN3A depletion leads to L1 derepression at the RNA level, and this depends on TET1 expression; the effect is restricted to TET1-bound TE classes (n = 6 for Sin3a KD and n = 4 for Tet1/Sin3a KD). * *p* < 0.05, ** *p* < 0.01, paired t-test comparing to scrambled control

We argued that any compensatory repressive mechanism that depends on TET1 is likely to be mediated by known interacting partners, namely OGT, SIN3A and the PRC2 complex [27–29]. Publicly available ChIP-seq data revealed that both OGT and SIN3A are enriched at the 5′ UTR of L1 elements, while members of the PRC2 complex are undetectable (Fig. 5b). We confirmed the enrichment of OGT and SIN3A at the 5′ UTR of young L1s by ChIP-qPCR (Fig. 5c). To test the effect of OGT on L1 expression, we depleted ESCs of OGT by siRNA, which led to a global loss of O-GlcNAc (Fig. 5d). Interestingly, OGT depletion caused an upregulation of L1 elements and this effect was partly dependent on TET1 expression (Fig. 5e). We confirmed that L1 derepression involved full-length elements and that ORF1p protein levels were also raised (Additional file 2: Figure S7A and B). However, we noted that TEs that are not bound by TET1 were also derepressed, suggesting that the effect of OGT depletion on L1s may be indirect (Fig. 5e). We then raised cellular levels of O-GlcNAc by inhibiting O-GlcNAc hydrolase (OGA), which led to a small increase in the expression of L1s, but not of TET1-unbound TEs (Additional file 2: Figure S7C and D). The seemingly conflicting outcomes of OGT depletion and OGA inhibition likely reflect the broad and complex roles that O-GlcNAc plays in chromatin regulation, with both activating and repressive outcomes [48, 49]. Nonetheless, it remains possible that cycling of O-GlcNAc through OGT and OGA plays a direct role in L1 silencing. To test whether recruitment of SIN3A to L1s is involved in their regulation, we used siRNA/shRNA-mediated depletion of SIN3A (Fig. 5f). This caused a 50–70% increase on the expression levels of young L1s, whereas TEs unbound by TET1 remained unaffected (Fig. 5g). Moreover, the effect on L1s was TET1-dependent, as the upregulation observed on SIN3A KD samples was lost when we knocked down both SIN3A and TET1, which is in line with the TET1-dependent recruitment of SIN3A to chromatin [28]. We also confirmed that SIN3A-mediated L1 derepression involved full-length elements and a concomitant increase of ORF1p protein levels (Additional file 2: Figure S7A and B). This result is, to the best of our knowledge, the first time that SIN3A has been implicated in TE regulation. Interestingly, SIN3A binding is also seen at the 5′ UTR of human L1s in ESCs (Additional file 2: Figure S8), raising the possibility that human L1s are also kept repressed by TET-dependent deposition of SIN3A. Our data show that there are TET-dependent repressive activities that likely counteract oxidative DNA demethylation at L1 elements. Indeed, we show that, in a SIN3A-null context, TET1 is a positive regulator of L1 expression. Our work uncovers TET enzymes as epigenetic hubs with dual roles in L1 regulation.

## Discussion

We have shown that TET enzymes bind multiple TEs, driving epigenetic alterations that impact on TE and gene expression. Importantly, TET binding displays a TE-specificity that implicates these enzymes in the evolution of the host-TE relationship. Our detailed bioinformatic characterisation revealed that there is no single epigenetic signature underlying TET1 binding to TEs and instead TET1-bound TEs display a myriad of epigenetic profiles that suggest distinct functions. Namely, TETs bind exapted TEs that are used by the host as CTCF sites (RLTR46) and enhancer elements (RLTR13D6 and others), potentially involving TETs in the exaptation process. Indeed, our data show that TET2 helps to control the expression of genes interacting with TE-derived enhancers, likely by maintaining a hypomethylated state that is permissive for TF binding. TET2 binding to specific TEs seems to have conferred them with an additional means for affecting gene expression that could have contributed to their exaptation by the host genome (Fig. 6a).

**Fig. 6:**
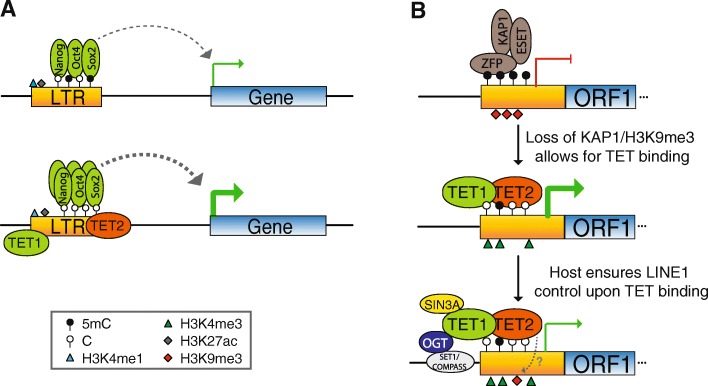
Models of TET-dependent regulation of TEs. **a** TE-derived ESC enhancers interact with highly expressed genes; TET binding is associated with lower 5mC levels, increased NOS binding and higher gene expression, which could have played a role in the exaptation of these TEs by the host genome. **b** L1 elements bound by KRAB-ZFP/KAP1 do not bind TETs and have high 5mC levels; loss of KAP1 binding (in currently active L1s or at different points during L1 evolution) would allow for TET binding, which would drive DNA demethylation and promote LINE-1 expression and expansion; upon TET binding, recruitment of other TET-dependent epigenetic modifiers (e.g. SIN3A) ensure that L1 expression is kept under control, constituting host defence strategies that could partly have evolved from the need to maintain genome stability

At L1 elements, TET binding displays a striking pattern whereby it targets exclusively the 5′ UTR of young, active L1 clades. Moreover, the same pattern is apparent in human ESCs (as judged by the presence of 5hmC), which is suggestive of an evolutionarily convergent mechanism that allows for L1 activation and expansion. Parallel evolution of L1 silencing mechanisms is also seen for KAP1 action, which targets and silences older L1 elements in both mouse and human through the binding of KRAB-ZFPs [16, 17]. Interestingly, none of the young TET1/5hmC-enriched L1s are KAP1 targets. KAP1 binding leads to recruitment of SETDB1 and deposition of H3K9me3, which has been suggested to impair TET1 binding at TEs [33]. Therefore, the evolutionary escape of L1s from KAP1-mediated repression may have created permissive conditions for TET binding, which in turn led to DNA demethylation (Fig. 6b). Accordingly, we found that TET depletion leads to increased methylation at the 5′ UTR of young L1s. It is possible that the scale of this effect is dependent on cell culture conditions, as these are known to deeply affect DNA methylation levels in ESCs [21]. We note that L1 methylation levels in ESCs grown with standard serum-containing medium, as used for all our experiments, closely match those seen in blastocysts and inner cell mass cells (Additional file 2: Figure S9). In contrast, cells grown with the so-called ‘2i’ formulation (with or without vitamin C) display substantially lower L1 methylation levels (Additional file 2: Figure S9), suggesting that the epigenetic modifiers targeting L1s in 2i cells differ to those acting in vivo.

Given that young L1s are derepressed in DNMT-null ESCs [15, 16], TET-mediated DNA demethylation is expected to activate L1 expression. However, our data clearly show that TET depletion has no overall effect on L1 expression levels, potentially arguing against a role of TET recruitment in TE expansion. Mechanistically, the maintenance of L1 expression upon TET-mediated demethylation suggests that DNA methylation may not play as prominent a role in the regulation of these TEs as previously thought. It is possible that the L1 derepression seen in DNMT mutants [15, 16, 19] are independent of the enzymes’ catalytic activity [50], although ESCs expressing catalytically inactive DNMT1 fail to repress IAPs [51]. Alternatively, TETs may drive other catalytically independent alterations to chromatin that compensate for changes in DNA methylation. In line with this hypothesis, we found that TET2 depletion leads to a reduction of H3K9me3 levels at L1s and that TET1 recruits the SIN3A co-repressor complex, which in turn plays a role in L1 silencing. TET1 also recruits OGT to L1s and our data indicate a possible role for O-GlcNAc turnover in L1 repression. Interestingly, SIN3A is modified by OGT to synergistically repress transcription [52], raising the possibility that the OGT-mediated and SIN3A-mediated repressive effects on L1s are mechanistically linked. However, OGT may also affect TE expression through RNA Pol II [53, 54] or other effects on chromatin [48, 49].

Could TET-dependent repressive activities constitute a host strategy for ensuring L1 silencing upon TET-mediated DNA demethylation? In one possible evolutionary scenario, as a newly formed L1 clade (not necessarily the most recent ones) escaped from the repressive action of KRAB-ZFP/KAP1, permissive TET-binding conditions would have been created that would lead to DNA demethylation, contributing to L1 expansion (Fig. 6b). Selective pressure to maintain genome stability could then have driven the evolution of TET-dependent host strategies to control L1 expansion, such as sequestration of epigenetic silencing activities (e.g. SIN3A) by TET enzymes (Fig. 6b). In this scenario, TETs would have served as ‘double agents’ in an arms race between L1s and the host genome. As each subsequent emerging L1 family escaped KRAB-ZFP/KAP1 repression, the activating effects of TET binding would have been dampened by the accompanying repressive activities. More effective and permanent silencing of an active L1 family would then require the recognition by a novel KRAB-ZFP [17]. In an alternative scenario, the main selective pressures driving the interactions between TETs and epigenetic silencers could have come from elsewhere. Yet the added need to maintain control of L1 expression during preimplantation could have arguably re-enforced these epigenetic relationships and further contributed to their evolution and fine-tuning.

It remains possible that in other cell types TET-mediated control of DNA methylation regulates L1 transcription due to differences in the underlying epigenome. For example, TET1 and TET2 silencing during early ESC differentiation may be important to ensure full L1 repression through DNA methylation. And in neurons, where 5hmC levels are particularly high [55], TET-mediated DNA demethylation could help drive the high levels of L1 expression seen therein [56, 57].

## Conclusions

We have unveiled several novel roles of TET enzymes in the regulation of TEs, both catalytically dependent and independent. TETs mediate DNA demethylation of several TEs, but also serve as a hub for additional epigenetic activities, both of which impact on the evolution of the TE-host relationship. The intriguing dual nature of TET action on L1 elements appears to reflect the competing interests of host and TEs, raising new questions on TE-driven evolution of epigenetic mechanisms.

## Methods

### ESC culture, gene knockdown and PUGNAc treatment

E14 ESCs were grown in feeder-free conditions using DMEM-based medium with 15% FBS and 1000 U/mL ESGRO LIF (Millipore). For shRNA-mediated gene knockdown, ESCs were infected with viral particles carrying pLKO.1 constructs harbouring gene-specific shRNAs or a non-targeting sequence (Scr: CCTAAGGTTAAGTCGCCCTCGCTC; shTET1: TTTCAACTCCGACGTAAATAT, TRCN0000341848; shTET2: TTCGGAGGAGAAGGGTCATAA, TRCN0000250894). 

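The 21-nt shTET1 sequence TTTCAACTCCGACGTAAATAT has 1 exact match in the mouse genome (NCBIM37, mm9), on chromosome 10 from 62275116 to 62275136 on the minus strand. It lies in Tet1 (ENSMUSG00000047146.8, minus strand, 62267318 to 62361866), in the last exon of both annotated transcripts that contain it (exon 11 of 11 and exon 13 of 13), and there in the 3′ UTR, outside the coding sequence. With 20 nt on either side, in the direction of the gene, the site reads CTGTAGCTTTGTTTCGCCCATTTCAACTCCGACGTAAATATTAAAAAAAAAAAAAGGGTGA. The 21-nt shTET2 sequence TTCGGAGGAGAAGGGTCATAA also has 1 exact match, on chromosome 3 from 133132417 to 133132437 on the minus strand. It lies in the coding sequence of Tet2 (ENSMUSG00000040943.7, minus strand, 133126643 to 133207354), in exon 10 of 11 of one transcript and exon 9 of 10 of another, and reads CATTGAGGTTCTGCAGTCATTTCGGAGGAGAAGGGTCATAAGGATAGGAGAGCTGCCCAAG with 20 nt on either side. The 24-nt non-targeting sequence CCTAAGGTTAAGTCGCCCTCGCTC has 0 exact matches in this genome. The annotation is GENCODE for the same build.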

After 24 h, cells were selected with 10 μg/mL puromycin or 50 μg/mL hygromycin for 3–9 days (see ‘Results’). For siRNA-mediated knockdown, cells were transfected twice (second transfection two days after the first one) with gene-specific (see below) or non-targeting siRNAs (Dharmacon siGENOME Non-Targeting siRNA #2 Cat.D-001210-02-20) using Lipofectamine 3000 (Thermo Scientific, Cat. L3000008) and collected four days post transfection. *Tet1* (Dharmacon siGENOME Mouse *Tet1* Cat. D-062861-01-0020) and *Sin3a* siRNAs (Dharmacon Custom siRNA ON-TARGET Cat. 

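The 21-nt Sin3a siRNA sequence, GCTGTTCCGATTGTCCTTAAA, has 1 exact match in the mouse genome (NCBIM37, mm9), on chromosome 9 from 56955377 to 56955397 on the plus strand. It lies in the coding sequence of Sin3a (ENSMUSG00000042557.7, plus strand, 56919847 to 56976173), in the exon from 56955161 to 56955399, and ends near the 3′ end of that exon. With 20 nt on either side the genomic sequence reads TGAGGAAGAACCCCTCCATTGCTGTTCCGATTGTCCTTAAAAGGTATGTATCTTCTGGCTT. On the opposite strand the annotation places a gene (ENSMUSG00000086728.2, 56947757 to 56979097) none of whose exons covers the site.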

CTM-220747, sequence: gctgttccgattgtccttaaa) were used at 125 nM, whereas *Ogt* esiRNAs (Sigma-Aldrich, Cat. EMU006701) were used at 50 nM. Knockdown was confirmed by RT-qPCR and western blot. PUGNAc (Sigma-Aldrich, Cat. A7229) treatment was performed either with 100 μM of DMSO-dissolved PUGNAc or matched amount of DMSO in control conditions and its efficiency was tested by western blot. A list of antibodies used can be found in Additional file 3.

### RNA isolation, RT-qPCR and northern blot

RNA was extracted using Quick-RNA™ MiniPrep (Zymo Research D7003) and DNAse treated in-column either with the DNAse provided on the kit or with the TURBO DNA-free™ Kit (Ambion, AM1907). RNA (1 μg) was retrotranscribed using SuperScript® III Reverse Transcriptase (Invitrogen, Cat. 18080044) and the cDNA was diluted 1/10 for qPCRs using MESA BLUE MasterMix (Eurogenentec, 10-SY2X-03 + NRWOUB) on a LightCycler® 480 Instrument II (Roche). A list of primers used can be found in Additional file 3: Table S2. For northern blotting, 0.5 μg of glyoxylated total RNA was separated on a 1.2% BPTE gel, then blotted and probed as described in [58]. RNA probes were amplified from mouse genomic DNA using the primers detailed in Additional file 3.

### Chromatin immunoprecipitation

ChIP was performed as described in [59], with modifications. For the detection of TFs (TET1, TET2, SIN3A, OGT, OCT4), cells were fixed with an initial cross-linking step of 45 min with 2 mM Di(N-succinimidyl) glutarate (Sigma-Aldrich Cat. 80424) in PBS at room temperature, followed by a PBS wash and a second fixation step of 12 min with 1% formaldehyde in DMEM. For histone ChIPs (H3K4me3, H3K9me3, H3) a single cross-linking step with 1% formaldehyde for 15 min was used. After quenching with glycine, washes and lysis, chromatin was sonicated using a Bioruptor Pico from Diagenode, on a 30 s on/off cycle for 12 (TFs) or eight (histones) cycles. Immunoprecipitation was performed using 150 μg of chromatin and 7.5 μg of antibody (TFs) or 30 μg of chromatin and 5 μg of antibody (histones). Final DNA purification was performed using the GeneJET PCR Purification Kit (Thermo Scientific. Cat. K0701) and elution in 80 μL of elution buffer. This was diluted 1/10 and analysed by qPCR, using the KAPA SYBR® FAST Roche LightCycler® 480 2X qPCR Master Mix (Kapa Biosistems, Cat. KK4611). A list of antibodies and primers used can be found in Additional file 3.

### RNA-seq and small RNA-seq

Ribosomal RNA-depleted RNA-seq libraries were prepared from 400–600 ng of total RNA using the low input ScriptSeq Complete Gold Kit (Epicentre). For small RNA-seq, RNA was isolated with QIAzol (QIAGEN) and libraries prepared from 400–600 ng of RNA using the NEBNext small RNA library prep kit (NEB), followed by size selection (~120–150 bp, including adaptors) using gel extraction. Libraries were sequenced on an Illumina NextSeq 500 with single-end 75 bp reads.

### Oxidative bisulphite sequencing

Deep sequencing of PCR products from BS-converted and oxBS-converted DNA was performed as previously described [44]. Briefly, precipitated DNA (without glycogen) was resuspended in water and further purified using Micro Bio-Spin columns (Bio-Rad), after which half of the DNA was oxidised with 15 mM KRuO_4_ (Alpha Aesar) in 0.5 M NaOH for 1 h. Following bisulphite conversion of both DNA fractions with the EpiTect Bisulfite kit (QIAGEN), a two-step PCR amplification was used: a first PCR amplifies the region of interest and adds part of the sequencing adaptors; a second PCR on pooled amplicons then completes the adaptors and adds sample barcodes, allowing for multiplexing (see primers in Additional file 3). Paired-end sequencing of pooled samples was done using an Illumina MiSeq.

### Individual L1 elements

For RT-qPCR and oxBS analysis of individual L1s in the mouse reference genome, assays were first designed for several full-length elements with uniquely mapped reads and high 5hmC levels in TAB-seq data. We then selected elements whose RT and oxBS amplicons were validated by Sanger sequencing and for which the abundance in genomic DNA was close to that of single copy genes, as judged by qPCR. Elements have the following mm9 coordinates: chr2:125230942–125237372 (HL1-2; contains L1Tf monomers), chr5:70814798–70821450 (HL1-6; L1Tf monomers), chr6:107895070–107901677 (HL1-7; L1A monomers).

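All 3 loci are among the L1 copies of the small RNA-seq files, with these coordinates in mm9, on the minus strand and in the class L1Md_T. For HL1-7 this class differs from the L1A monomers that the paper gives. HL1-2 spans 6430 bp and lies within Fbn1 (ENSMUSG00000027204.7, minus strand, 125126330 to 125333729) without touching an annotated exon. HL1-6 (6652 bp) and HL1-7 (6607 bp) overlap no annotated gene. Small RNA reads placed in HL1-2 numbered 3 and 4 in the shScr replicates, 0 and 2 in shTet1, and 0 and 0 in shTet2. HL1-6 had 2 and 3 reads in the shScr replicates and 0 in each TET-depleted library. HL1-7 had 2 and 1 reads in shScr, 1 and 1 in shTet1, and 1 and 1 in shTet2. Numbers of at most 4 reads, from libraries with between 11566 and 128715 listed reads, are too few to show a difference between conditions. The genomic sequence of all 9 reads of HL1-2, of 4 of the 5 reads of HL1-6 and of 6 of the 7 reads of HL1-7 occurs without mismatch at other places of the genome (medians over the reads of each locus of 3371, 2602 and 108 other places). The aligner placed such reads at random among equal positions, so they need not come from these loci.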

### High-throughput sequencing data processing

External datasets were downloaded from GEO (Additional file 4). Reads were trimmed using Trim_galore! v0.3.3 with default parameters, except for small RNA-seq, where the options ‘-q 0 --length 15’ were used. Alignments were performed either to the whole mouse genome (mm9), to the L1_Orl_ sequence (accession number D84391) or the L1.4 sequence (accession number L19092). ChIP-seq and small RNA-seq data were aligned using Bowtie2 v2.1.0 [60] with default parameters, which assigns reads with multiple hits of equal mapping quality to one of those locations at random (inclusive mapping). To obtain uniquely mapped data, the output SAM file was filtered using a custom script. ChIP-seq peak detection was performed using the MACS algorithm implemented within Seqmonk. RNA-seq data were aligned using Tophat v2.0.9 [61] with -g 1 option, which yields inclusive mapping. BS-seq and TAB-seq data were aligned to representative L1 elements (as above) using Bismark [62]; for genome-wide analysis, processed CpG calls from uniquely mapped data were obtained directly from GEO (see Additional file 4). OxBS data were aligned with Bismark to a custom genome containing the amplicon sequences; only CpGs covered by at least 100 reads were used to calculate 5mC/5hmC levels.

### TET1 ChIP-seq analysis

To detect TE classes that were enriched for TET1 binding events, the number of TET1 peaks (from unique or inclusive mapping) overlapping each TE class (using the Repeatmasker annotation) were summed. This was compared with the overlaps obtained using a matched list of regions (equal number and lengths than the TET1 peaks) randomly distributed anywhere in the genome (for inclusive mapping) or within mappable regions of the genome, as defined by the uniqueome [63] (for unique mapping).

### RNA-seq analysis

Raw read counts for each gene or repeat (from RepeatMasker annotation) were generated in Seqmonk with the RNA-seq quantitation pipeline. Reads from repeats belonging to the same class were pooled. DESeq2 was used for differential expression analysis and for generating normalised gene and repeat expression values. To couple TE-derived enhancers to gene expression values, promoter capture Hi-C data from ESCs [37], as processed by CHiCAGO [64] (kindly provided by Paula Freire-Pritchett, Babraham Institute), was used.

## Additional files

Additional file 1: List of TET1-bound TEs using either unique or inclusive mapping.
Additional file 2:
**Figures S1 to S9.**
Additional file 3: List of antibodies and primers.
Additional file 4: Accession numbers of external datasets.

How the deposited data were processed for this re-analysis (not part of the article)

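Small RNA-seq of 6 mouse E14 ESC libraries was analysed, 2 each of cells with a non-targeting shRNA, an shRNA against Tet1 and an shRNA against Tet2, with conditions and replicate numbers taken from the sample labels. The authors trimmed the reads with Trim_galore! to at least 15 nt and aligned them to mm9 with Bowtie2, which places reads with several equally good positions at random. The deposited files then list the reads that fall in L1 copies, 1 read per line, with the position of the read and the position, class and strand of the copy; no count, score or other measured value is given per feature. How the copies were chosen is not described in the paper's text; the shortest spans 4999 bp. In a check of 2000 reads per library, between 99.2% and 99.7% matched the NCBIM37 genome at their place in at least 90% of their bases, and every read lay inside its copy.

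Reads were counted per library and per L1 class. The files list from 11566 to 128715 reads per library (median 52134), and 3 reads of a library correspond to shares between 0.00233% and 0.0259%. Library totals before the selection of L1 reads were not used here, so totals mix the amount of L1-derived RNA with sequencing depth. Totals and shares were compared between each knockdown and shScr with exact two-sided permutation tests, whose smallest p for 2 libraries against 2 is 0.333. A chi-square test over classes gave p of at most 2.38e-45 between the 2 replicates of each condition, but it treats every read as a separate molecule and so covers counting error only. With each position, strand and length counted once, a version added after seeing the data, p was 0.0474 for shScr, 0.115 for shTet1 and 2.60e-18 for shTet2, so the test does not show for every condition that the replicates differ by more than sampling noise. The 2 libraries of a condition were counted as separate replicates as the labels number them; those of shTet1 have mean read lengths of 31.4 and 37.1 nt.

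The planned test for L1 classes was a quasi-likelihood test on deposited counts. The files hold no count column, so reads were tallied per class and limma's voom method (limma 3.58.1, R 4.3.3) was run on the tallies. The planned test could have used the same tallies and was not run. All 6 libraries were in one model, with TMM factors computed by the published formula and Benjamini-Hochberg adjustment. Classes with at least 10 reads in at least 2 libraries were kept. Adjusted p-values are from limma. On 100 simulated data sets with 5 of 18 classes changed by 2 on the log2 scale (dispersion 0.05), 86.8% of the changed classes were recovered and 2.23% of the unchanged classes were called. The 2 classes with the most reads were never changed, and no smaller change or other dispersion was simulated. The rates therefore do not show the power for estimates such as -0.38 (L1Md_F2, shTet1). Nor do they cover replicates as far apart as 13.69 and 11.77 on the log2 scale (L1Md_F, shTet2). The classes named were set before the data were examined: L1Md_T, L1Md_A and L1Md_Gf, which the paper studies, and for each comparison the 2 classes with the smallest adjusted p in each direction among those under 0.05 with both knockdown libraries on the same side of both shScr libraries or, as none passed, the 2 classes with the most reads (L1Md_T and L1Md_F2). The replicate numbers of the labels were also used as a block. L1Md_F3 and Lx2B, which had the smallest adjusted p with the block, were named after the result was seen.

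Sharing between copies was measured with 15-nt words on both strands of the 13686 L1 copies. A read was called shared when the median of its words was carried by at least 5 other copies and fewer than 80% of its bases were A and fewer than 80% were T. Windows were set to the span that holds the central 98% of the read starts and ends of the 3 copies with most reads. They were compared with the genome by blastn 2.17.0, and the genomic sequences of the chromosome 13 window reads were also sought without mismatch on both strands of the genome. Overlaps of 5′ ends were counted between sense and antisense shared reads of 24 to 32 nt for lengths from 1 to 20 nt, naming each 5′ end by its genomic sequence; on simulated reads with pairs planted at 10 nt the z value was 70.8, and with random pairs -0.892. Tables were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0. Gene annotation was GENCODE for the same build.

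Alternatives set before the data were examined were other normalization and filters, reads of one position, strand and length counted once, reads of 18 to 32 nt, the replicate block, only the groups compared, and each replicate left out. Shared reads only, the same without 1 family of 18-nt reads or with each position, strand and length counted once, the scaling to the chromosome 13 window with and without the replicate block, and median-of-ratios factors were added after seeing the data. The planned share of reads in the 5′ UTR was not computed, as the UTR of each copy is not annotated here; the 5′-most 1 kb of each copy was used instead.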

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

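The fall in deposited L1 reads kept its direction under every setting chosen before the data were examined: reads counted once per position, strand and length, reads of 18 to 32 nt, the replicate block and each replicate left out. It ranged from -3.46 to -2.44 for shTet1 and from -1.86 to -0.87 for shTet2 on the log2 scale across the 4 comparisons that each left out one replicate. With the replicate block it was -2.95 and -1.37. Among reads of 18 to 32 nt the fall for shTet2 was -0.865, within the larger SD of 1.28 on the log2 scale. Within replicate numbers it was then -0.201 in replicate 1 and -2.06 in replicate 2. Shared L1 reads alone, a setting chosen after seeing the data, gave -2.75 for shTet1 and -1.08 for shTet2, the latter within the larger SD of 1.14. Scaled to the reads of the chromosome 13 window, also chosen after seeing the data, these shared reads gave 0.28 and 0.26. Both scaled values were within the spread of the replicates, and they were 0.23 and 0.17 with the replicate block. Only replicate 1 gave positive values under this scaling; replicate 2 gave -0.05 and -0.22. The depth of the files, 11566 reads in the smallest library, and 2 libraries per condition limit every comparison: no permutation test could reach a p under 0.333.

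The shares of reads by length and strand changed direction easily. Counted among reads of 18 to 32 nt, the difference in the share of 21 to 23 nt became -1.20 percentage points for shTet1 and -1.89 for shTet2, both larger than the larger SD of the groups (0.664 and 0.759) and with each TET-depleted library below both shScr libraries (exact two-sided permutation test, p = 0.333 for both, the smallest possible). That of 24 to 32 nt became -2.76 and -2.26, within the SD. With each position, strand and length counted once, the difference in the share of 24 to 32 nt was -0.285 for shTet2, that in the antisense share -0.757 for shTet1 and -1.05 for shTet2, and that in the share of all L1 reads in the 5′-most 1 kb -1.22 for shTet1 and -0.867 for shTet2, against 2.47 and 1.05 with every read counted. The difference of 7.11 for shTet1 among shared reads did not reverse in this way: with each position, strand and length of the shared reads counted once, a setting chosen after seeing the data, it was 7.56. Among shared L1 reads only, the difference in the share of 24 to 32 nt for shTet2 was -1.22, -0.210 when the 18-nt family was also left out, and 0.383 with each position, strand and length of the shared reads counted once. The cause was not tested. Several other differences exceeded the larger SD with complete separation of the groups (exact permutation test, p = 0.333). Among reads of 18 to 32 nt these were the antisense share, 1.65 for shTet1 and 1.72 for shTet2, and the 5′-most 1 kb for shTet1, 3.53. For shTet1 the share of 24 to 32 nt rose by 0.846 among shared reads, by 1.05 without the 18-nt family, by 0.902 with shared reads counted once, and by 0.885 with all reads counted once. The antisense share of shared reads rose for shTet1 by 1.45 without the family and by 2.08 counted once, and the share of the 5′-most 1 kb for shTet2 by 3.49 and 4.46. With one replicate left out, the differences ranged from -0.600 to 1.65 (21 to 23 nt) and from -0.389 to 3.76 (antisense) for shTet1, and from -1.23 to 2.47 and from -0.371 to 4.63 for shTet2; those for 24 to 32 nt ranged from -1.21 to 4.71 and from -1.88 to 7.25, and those for the 5′-most 1 kb of all reads from 0.237 to 4.70 and from -0.760 to 2.85.

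The number of L1 classes with an adjusted p under 0.05 was 0 in both comparisons with all reads, and stayed 0 without TMM, without the filter on low numbers, with at least 50 reads in every library, with the replicate block, with only the groups compared, with median-of-ratios factors and among shared reads. At an unadjusted p under 0.05 these settings gave between 0 and 5 classes for shTet1 and between 0 and 4 for shTet2. With each position, strand and length counted once it was 1 for shTet1 (1 higher; adjusted p = 0.0368) and 0 for shTet2; the cause was not tested. The following covers the classes set to be named before the data were examined. L1Md_A for shTet1 changed to 0.26 without TMM, 0.045 with at least 50 reads in every library and 0.067 among shared reads. For shTet2 it changed to 0.044 without TMM. L1Md_T for shTet1 changed to 0.18, L1Md_F2 for shTet1 to 0.35 and L1Md_Gf to -0.22 for shTet1 and -0.060 for shTet2 with each position counted once. With median-of-ratios factors L1Md_Gf for shTet1 was -0.037 and L1Md_F2 for shTet2 -0.11, and the latter was -0.15 with at least 50 reads in every library and -0.00051 with the replicate block. None of these passed the threshold, and the cause was not tested. With one replicate left out, the log2 fold change of L1Md_T ranged from -0.56 to 0.080 for shTet1 and from -0.65 to 0.31 for shTet2, that of L1Md_A from -0.032 to 0.075 for shTet1, and that of L1Md_Gf from -0.0025 to 0.34 for shTet2, so the sign of each depends on single libraries. Not run were the planned second count test with its own size factors, wider windows, since the features are classes, and calls (adjusted p) with one replicate left out, which leaves a condition with 1 library.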

Differences from the paper's values

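The paper's text states that small RNA-seq showed no difference in the amount of L1-derived small RNAs between control and TET-depleted cells, and gives no value for it in the text. The deposited files hold fewer reads in each TET-depleted library than in each shScr library, with log2 ratios of the means of -2.86 for shTet1 and -1.29 for shTet2, not scaled to library size. None of the alternatives set before the data were examined brought the log2 ratio to 0. All of them used totals not scaled to library size, so they could not remove a difference in sequencing depth. For shared L1 reads only, per 1000 reads of the chromosome 13 window, the log2 ratios were 0.28 and 0.26. This quantity and its scaling were chosen after seeing the values. Both ratios were within the spread of the replicates, with opposite signs in replicates 1 and 2.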

Other observations

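Every test below except that of overlapping 5′ ends and that of the replicate numbers was chosen after the result was seen.

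Most reads of the files lie in stretches whose 15-nt words at most 1 other L1 copy carries; the paper's text does not describe this, and its Figure S5 was not read here. Between 72.4% and 83.4% of the reads of each library lie in the 3 windows on chromosomes 13 and 1, with a median of 68.2% in the chromosome 13 window alone. In that window 0% of the 15-nt words are carried by at least 5 other copies, against 97.7% of the words in the rest of the copy, consistent with an insert that is not L1. Random placement is not set aside: 54.7% of the reads of the window have their genomic sequence, without mismatch, at another place of the genome too, for example in stretches of 110 bp on chromosomes 1, 9 and 16, so these reads may have been placed there at random and need not come from the chromosome 13 copy. With mismatches allowed, blastn found 20 matches of the window on 14 chromosomes. PCR copies cannot be ruled out: the 10 most used pairs of start and end positions hold 49.8% of the reads of the window, among 3479 distinct pairs. All 3 windows have diverged matches side by side within 1146 bp on chromosome 14 (20111125 to 20112270) and within 1162 bp on chromosome 9 (3257315 to 3258476), at places with no annotated gene, where the chromosome 13 window aligns with 74.9% identity. A candidate explanation is that the 3 windows are pieces of a single other RNA, such as a ribosomal RNA, left in the L1 reads by overlap with the annotated copies; no ribosomal RNA sequence was used here, so its identity was not tested. TET depletion was weighed as the biological explanation: the share of the window differed by at most -3.86 percentage points between group means (shTet2, SD 12.2), less than the spread.

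The lower number of L1 reads in TET-depleted cells was not told apart here from sequencing depth or library size. Relative to the chromosome 13 window, whose words are not L1-like, shared L1 reads had a log2 ratio of 0.28 for shTet1 (larger SD of the groups on the log2 scale 0.56) and 0.26 for shTet2 (larger SD 0.72). These ratios rest on replicate 1. Within replicate numbers the log2 ratio was 0.50 in replicate 1 and -0.05 in replicate 2 of shTet1, and 0.56 and -0.22 in shTet2, with means of 0.23 and 0.17 under the replicate block. In replicate 1 of both knockdowns the window also held the lowest shares of reads, 60.9% and 55.7%, and its reads were shorter than in the other 4 libraries, so the scale itself differs there. The scaling assumes that the RNA of the window does not change with the knockdown, which was not tested.

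Reads were shorter in replicate 1 of both knockdowns, with mean lengths of 31.4 nt (shTet1) and 30.8 nt (shTet2) against 36.3 to 37.6 nt in the other 4 libraries. The same held within the chromosome 13 window, where these 2 libraries lay at least 3.30 nt below the other 4. This is consistent with size selection or RNA breakage that differed for these libraries. Replicate 2 of each knockdown does not share it, so the condition alone does not account for it.

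Among 18-nt antisense reads, 44.1% differ by 1 or 2 bases from TACCTGGTTGATCCTGCC, most often as TACATGGTTGATCCTGCA (992 reads). The sequence itself occurs at 2 places of the genome, on chromosome 17 from 39983298 and on chromosome 16 from 18533406, both outside the L1 copies of the files. Only 21.0% of the 2982 reads of this family match the L1 copy at their place without mismatch, as may happen when reads of another RNA with mismatches are placed on L1 copies. They made up 0.417% and 0.368% of the reads in the shScr replicates, 1.15% and 0.213% in shTet1, and 2.48% and 0.238% in shTet2. The value of 0.238% in replicate 2 of shTet2 is below both shScr replicates, so the rise in replicate 1 was not repeated under TET depletion.

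Whether shared L1 reads look like products of small RNA pathways was tested with the 18-nt family left out. As a hypothesis, products of Dicer would peak at 21 to 23 nt. The frequency per length there relative to the lengths of 18 to 20 and 24 to 26 nt had a median of 0.938 over the 6 libraries. It exceeded 1 in 1 of the 6 libraries, shScr replicate 1 (1.12). There the mean per length was 3.48% at 21 to 23 nt, against 3.43% at 18 to 20 nt and 2.77% at 24 to 26 nt. In the other libraries the ratio lay between 0.837 and 0.968. The most frequent length was 18 nt in all 6 libraries. The test left open whether some of these reads are products of Dicer. Piwi-interacting RNAs would start with U more often at 24 to 32 nt than at 33 nt or more; the median difference was -1.33 percentage points, with 2 of the 6 libraries higher. Ping-pong pairs would overlap by 10 nt at their 5′ ends; the median z of that overlap was -0.51, and the highest, 1.98 in replicate 2 of shTet2, rested on 36 pairs. In the shTet1 libraries only 5 and 14 pairs had that overlap, too few to show a small excess.

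The replicate numbers of the labels were tested as pairs by the correlation of deviations across 21 L1 classes. The smallest of the 3 correlations, 0.0590 between shScr and shTet1, left the pairing open, while the other correlations were 0.586 and 0.435. Classes are not independent replicates.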
